A study of Mus musculus with 6 samples. Its data were reported in "Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring" (2024).

How the data were processed

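Poly(A) RNA from mouse liver was sequenced in 6 libraries, 3 from pregnant mice on HFrD (PF) and 3 from pregnant mice on NC (PC), and each library was put in its group by the title and the treatment given in the labels. The labels do not state which libraries share a litter, a day or a batch, and p-values measure the spread between these 6 samples. The deposited table holds, per the file headers, a count for each gene and library and an FPKM value for the same genes, with gene coordinates on GRCm39. The submitters' processing notes name cutadapt 1.9.1, HISAT2 2.2.1, HTSeq 0.6.1 and DESeq2, the last without a version, and do not give their roles or settings. The counts deposited by the authors are whole numbers that were not normalised. The FPKM values deposited by the authors equal each count divided by the exonic length of the gene in kilobases and by the library's total over all genes of the table, scaled to 1e6 counts, so they carry no correction for a few genes that take much of a library. The strand setting of the counting and the annotation release are not given in the sources used here. No GO or KEGG terms stood in the table, so terms were not tested.

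Gene symbols were matched by Ensembl identifier to a name table of the GRCm38 assembly, which named 52073 of 56691 genes and 10555 of the 10756 tested. Coordinates are those of the deposited table. The library totals, from 16119145 to 19676361 counts, set the precision, and 10756 genes with a mean of at least 1 FPKM over the 6 libraries were tested. No 2 libraries of a group had counts that agreed within sampling noise, so each library was kept as 1 replicate.

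The design, the gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. The design named limma (3.58.1) with a variance trend on log2(FPKM + 1), and edgeR in case the table held counts. Since it does, the gene test was edgeR's quasi-likelihood test (4.0.16, R 4.3.3), PF minus PC, two-sided, with no covariate, TMM factors, Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. The limma fit is given as an alternative. Fold changes come from edgeR and standard errors are the log2 fold change divided by the square root of the F statistic. With 3 libraries in each group an exact permutation test of a single gene cannot go below p = 0.1, so none was run.

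Lists of genes, 29 for pathways and 13 for cell types, hold 596 different genes, of which 595 were matched and 477 tested. Lists with at least 5 tested members were tested with limma's camera with a preset inter-gene correlation of 0.01 on log2(FPKM + 1), two-sided, adjusted over 35 lists. Camera asks whether the test statistics of a list's genes are on average higher or lower than those of the other genes. Because the median gene was higher in PF on the FPKM scale, a list with a median near or above 0 could be placed lower. Medians with TMM scaling were set against the direction of camera on log2(FPKM + 1). They differed in sign for the fructose, gluconeogenesis, lipoprotein, amino acid, periportal, clock, sinusoidal endothelial and B cell lists, none of which was called. With camera on TMM-scaled CPM, only the fructose and lipoprotein lists still differed in sign. On the FPKM scale that camera used, called lists differed as well. The steroid, acute phase, P450 and pericentral lists were called lower with medians of 0.013, 0.149, 0.0481 and 0.155. For each list, the number of members passing over all genes and the number passing when adjusted over the list alone were counted.

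The rule for named genes took up to 10 genes in each direction that passed 5% and did not overlap between groups, filled with the genes of smallest unadjusted p that had a fold of at least 1.5 and no overlap. Unnamed gene models, pseudogenes and non-coding genes were left out. It also took the genes the study discusses for this comparison (Mlxipl, Pklr and Scd1) and, in other mice or cells, for cholesterol export and progesterone (Mttp, Apob, Abca1, Abcg1, Pparg and Pgr), and up to 4 members with the smallest p of each list described. Other genes are said to be chosen after their values were seen. Some genes that the rule would name are not reported. A gene was said to share its locus where another gene overlapped it and had at least 10% of its counts.

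The gene test was tested on simulated counts drawn from the real means and library sizes, with 200 of 10756 genes changed. Of genes changed 1.5-fold, 2-fold and 4-fold, 1.49%, 22.4% and 87.9% were recovered at 5%, with 4 false calls. A lack of calls here therefore says little about differences of 2-fold or less. Larger ones are not excluded either. In the real data Elovl6 (8.62-fold) and Enho (11.1-fold) were not called, each at an edgeR adjusted p = 0.12. A simulated list of 20 members raised 2-fold was called and 0 of 34 unchanged lists were. Simulated genes were drawn independently, so this says nothing of lists whose members vary together. The estimated correlation of the ChREBP targets was 0.455.

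The first alternatives were pseudocounts of 0.1 and 0.01, no expression filter or a mean of at least 5 FPKM, FPKM rescaled to the same total per library (TPM), median-ratio scaling and quantile normalization, the replicate number as a block, leaving out each library in turn, limma's arrayWeights, and a variance without trend or without moderation. For lists they were an estimated correlation, fry, ranks, and each list without its member of largest change. DESeq2 (1.42.0), RLE scaling, library totals alone, camera on TMM-scaled CPM, and fits without PF1 and PC3 or without PF1 and PF3 were added after seeing the data. Where a group was left with 1 library, that library was assumed to vary like those of the other group.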

Results

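Poly(A) RNA of livers from pregnant wild-type mice was sequenced in 6 libraries. The PF group (n = 3) received a high-fructose diet (HFrD) during pregnancy, and the PC group (n = 3) received normal chow (NC). The libraries held between 16119145 counts (PF1) and 19676361 counts (PC3) over 56691 genes, of which 10756 had a mean of at least 1 FPKM and were tested. Gene levels are given as CPM (counts scaled by library size and TMM factor), as mean ± SD with n = 3 per group. Xist, transcribed from the inactive X chromosome of females, had 12601 to 24328 counts in each library. The Y-linked genes Ddx3y and Eif2s3y had 0 counts in all 6, where up to 3 counts per library cannot be excluded, and Uty and Kdm5d had 1 count each, in PC2.

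The comparison of PF with PC asked which hepatic genes differ when pregnancy is combined with HFrD, with carbohydrate response element binding protein (ChREBP) and the genes of fructose and lipid metabolism in view. Of 16 tested genes of de novo lipogenesis, which turns carbohydrate into fatty acids, 14 had a higher mean in PF livers, with 0 past 5% over all genes by edgeR, 10 at an unadjusted p under 0.05 and 6 past 5% by DESeq2. Mlxipl, which encodes ChREBP, was at 704 ± 117 CPM in PF compared with 279 ± 36.1 CPM in PC (2.52-fold). Elovl6, a fatty acid elongase, was at 978 ± 315 CPM compared with 113.5 ± 79.2 CPM (8.62-fold), with 205 CPM in PC2 against 62.7 and 73.1 CPM in PC1 and PC3. Acly, which makes cytosolic acetyl-CoA, was at 1040 ± 438 CPM compared with 231 ± 102 CPM (4.5-fold). Pklr, the liver pyruvate kinase, was at 497 ± 239 CPM compared with 160 ± 21.6 CPM (3.11-fold). Scd1, the stearoyl-CoA desaturase, was at 17017 ± 6915 CPM compared with 3143 ± 3358 CPM (5.41-fold), with 7020 CPM in PC2 against 1150 and 1260 CPM in the other PC libraries.

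Of the 22 ChREBP targets fixed beforehand, all tested, 20 were higher and 2 lower in PF. At an unadjusted p under 0.05, 10 of them were higher and 0 lower by edgeR. After adjustment over all genes edgeR called 0 of them and DESeq2 called 8, while 9 passed edgeR when adjusted over the list alone. The list stood above the other genes by limma's camera test (adjusted p = 8.25e-05, against adjusted p = 0.711 with an estimated correlation). Of the 16 genes of de novo lipogenesis, which share several members with that list, 8 passed edgeR adjusted over the list alone (camera adjusted p = 0.00242, and adjusted p = 0.723 with an estimated correlation). Both camera calls were lost without PF2, at adjusted p = 0.0583 and adjusted p = 0.126, and over 22 alternative settings each they ran from 7.12e-13 to 0.711 and from 3.98e-07 to 0.723. The median log2 difference from the PC mean over the ChREBP targets was 0.34 in PF1, 1.25 in PF2 and 1.46 in PF3, while PC2 stood at 0.40. Pklr and Scd1 are genes the study discusses for this comparison, and Mttp for other mice with and without hepatic ChREBP. Lists that hold them are therefore not independent evidence of direction.

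For single genes, the log2 fold change of Mlxipl (chromosome 5, 135118744 to 135167236 on GRCm39) was 1.34 with a standard error of 0.21 (edgeR adjusted p = 0.12, DESeq2 adjusted p = 1.56e-07). That of Pklr (chromosome 3, 89043449 to 89054091) was 1.64 with a standard error of 0.39 (edgeR adjusted p = 0.159, DESeq2 adjusted p = 0.00167). For Scd1 (chromosome 19, 44382894 to 44396318) it was 2.44 with a standard error of 0.80 (edgeR adjusted p = 0.213, DESeq2 adjusted p = 0.121). All 3 had PF values above each PC value. These counts are per gene and do not separate the Chrebpa and Chrebpb transcripts.

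**Figure D1:**
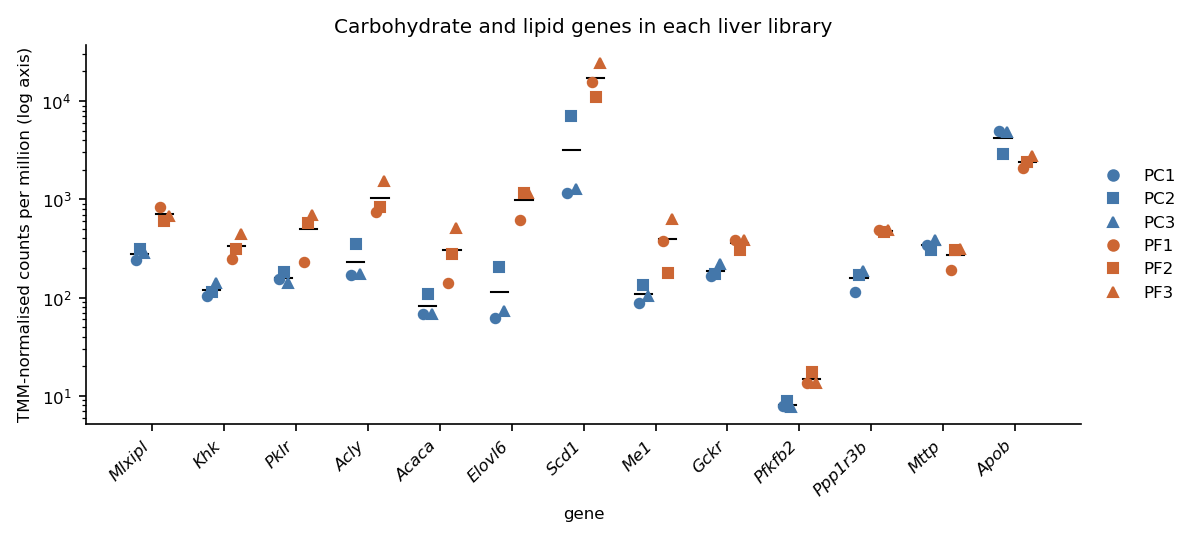
TMM-normalised CPM (log axis) of 13 genes of carbohydrate and lipid metabolism, with 1 point per library (PC1 to PC3 blue, PF1 to PF3 orange, the marker shape giving the replicate number) and a bar at each group's mean. The PF points of Mlxipl lie at 605 CPM or above and its PC points at 312 CPM or below, while the groups overlap for Mttp.

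Among the genes of cholesterol export and progesterone signalling that the study discusses for other mice or cells, Mttp, which loads lipid onto apolipoprotein B, was at 270 ± 66.9 CPM in PF and 342 ± 38.0 CPM in PC (edgeR adjusted p = 0.488), a difference within the spread of the libraries. Apob was at 2405 ± 329 CPM compared with 4190 ± 1152 CPM (1.74-fold lower, edgeR adjusted p = 0.266, DESeq2 adjusted p = 0.047). The cholesterol transporters Abca1 (156 ± 19.1 and 185 ± 16.2 CPM) and Abcg1 (8.31 ± 1.78 and 7.53 ± 1.02 CPM) overlapped between the groups, at edgeR adjusted p = 0.495 and adjusted p = 0.773. The sign of the Abca1 difference turned in 8 of 23 alternative settings, and those of Mttp and Abcg1 in 1 each. Pparg was at 10.1 CPM in PF3 and between 2.66 and 3.93 CPM in the other 5 libraries (edgeR adjusted p = 0.325). Pgr, the progesterone receptor, lay below the expression filter and was not tested.

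The genes with the smallest p-values, a fold of at least 1.5 and no overlap between the groups included regulators of glucose and lipid handling. Ppp1r3b, which targets protein phosphatase 1 to glycogen, was at 480 ± 15.2 CPM in PF compared with 158 ± 39.2 CPM in PC (3.04-fold). Nr0b2, the nuclear receptor SHP that represses bile acid synthesis, was 2.84-fold higher, Lipg, the endothelial lipase, 4.62-fold higher and Prodh, the proline dehydrogenase, 2.61-fold higher. Enpep, a peptidase that cleaves angiotensin II, was 3.74-fold higher, and Samd9l, Gimap8, Plekhb1 and Shroom1 were 2.15-, 3.48-, 4.29- and 2.05-fold higher. Enpp2, which encodes autotaxin, the enzyme that makes lysophosphatidic acid, was lower in PF at 22.8 ± 5.35 CPM compared with 125 ± 24.9 CPM (5.50-fold). Enho, which encodes the secreted peptide adropin, was lower at 2.47 ± 1.06 CPM compared with 27.1 ± 9.50 CPM (11.1-fold). Slc25a30, a mitochondrial carrier, was 3.87-fold lower, Nid1, a basement membrane protein, 2.89-fold lower and Nlrp12 4.22-fold lower. Tead2, Chrna2, Qpct, Fbxo36 and Fbxo21 were 5.32-, 4.18-, 3.08-, 2.83- and 2.60-fold lower. Across these 19 genes and Mlxipl the edgeR adjusted p ran from 0.111 (Enpp2) to 0.12, and the DESeq2 adjusted p from 5.74e-18 (Enpp2) to 6.58e-05 (Fbxo36). Enho shares its locus with Dnaic1 on the other strand, which had 1 count in each PF library and 51 to 90 counts in PC, and reads of the pair could not be told apart because the strand setting of the counting is not stated in the sources used here. The same holds for Prodh with Dgcr6, Fbxo36 with Trip12, Tead2 with Cd37, Pklr with Hcn3, Pfkfb2 with Yod1, G6pdx with Ikbkg, Dusp1 with Ergic1, Srd5a1 with Nsun2, Gls2 with Spryd4 and Alas2 with Apex2. It also holds for Dbp with Sphk2 and Ciart with C920021L13Rik, which are named below.

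In the fructose list, Khk, the ketohexokinase of the first step, was at 332 ± 99.8 CPM in PF compared with 120 ± 18.4 CPM in PC (2.77-fold higher). Aldh1b1, Akr1b3 and Slc2a8 were 2.07-, 1.80- and 1.47-fold lower. All 4 of these passed edgeR when adjusted over the list alone, out of 9 tested members, and the list as a whole did not stand apart from the other genes (camera adjusted p = 0.892). In glycolysis, 6 of 18 tested members were higher at an unadjusted p under 0.05 by edgeR and 0 were lower, led by Pfkfb2 (1.82-fold), Gckr (1.91-fold) and Pklr, which were the 3 that passed adjusted over the list alone. The camera adjusted p for glycolysis was 0.0501 (0.711 with an estimated correlation). It was 0.00929 without PF1, 0.0223 without PC1 and 0.0284 without PC3, but 0.134 without PF2, 0.105 without PF3 and 0.109 without PC2. In the pentose phosphate list, G6pdx, the entry enzyme, was 3.68-fold higher and Rpia 2.33-fold higher, while H6pd, its counterpart in the endoplasmic reticulum, was 2.03-fold lower (camera adjusted p = 0.54). G6pdx was at 15.3 CPM in PC2 against 5.46 and 3.71 CPM in PC1 and PC3. Of the 10 tested members of this list, 4 higher and 1 lower passed edgeR adjusted over the list alone. In the TCA cycle, Dlat (2.35-fold) and Cs (1.66-fold) were higher and Idh2 was 1.48-fold lower, with 1 of 22 members, Dlat, passing over the list alone (camera adjusted p = 0.0965, 0.00208 without PF2 and up to 0.303 without 1 of the others). In gluconeogenesis, Ldha was 1.71-fold lower and Ppargc1a 2.15-fold higher, with 20.0 CPM in PF3, and 0 of 11 tested members passed edgeR over the list alone against 2 at an unadjusted p under 0.05 and 0 by DESeq2 (camera adjusted p = 0.893).

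Of 24 tested genes of fatty acid oxidation and ketogenesis, 21 were lower in PF, among them Acadvl, which starts the oxidation of very long-chain fatty acids, at 134 ± 14.4 CPM compared with 221 ± 13.0 CPM (1.65-fold lower). Creb3l3 was 1.67-fold lower and Hadha 1.52-fold lower. Pdk4, an inhibitor of pyruvate dehydrogenase that was named after its values were seen, went the other way, with a log2 fold change of 1.65. Acadvl was among the members that passed edgeR adjusted over the list alone, and 4 members were lower by DESeq2. The list stood below the other genes by camera (adjusted p = 9.73e-06, and adjusted p = 0.711 with an estimated correlation). The call was lost without PC2 (adjusted p = 0.136), the library in which the median of the list stood 0.49 above the PC mean on the log2 scale. That median was −0.15 in PF1, −0.52 in PF2 and −0.48 in PF3, compared with −0.21 in PC1 and −0.23 in PC3. PF1 thus lay above PC1 and PC3. On the FPKM scale that camera used, the median log2 fold change of the list was −0.0253.

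In the other lipid lists no shift was called over all 6 libraries except for the PPARgamma targets. Of 7 tested PPARgamma targets, Ucp2 (3.05-fold), Cd36 (1.71-fold) and Angptl4 (2.15-fold) were lower, Ucp2 and Cd36 when adjusted over the list alone by edgeR (camera adjusted p = 0.0101, adjusted p = 0.364 with an estimated correlation, and adjusted p = 0.227 after TMM scaling). That call was also lost without PC2 (adjusted p = 0.0864). In cholesterol biosynthesis (25 tested members), Acat2, which makes acetoacetyl-CoA, was 1.53-fold higher at an unadjusted p under 0.05 by edgeR. The camera adjusted p, with the list lower in PF, was 0.0834 in all 6 libraries (0.869 with an estimated correlation). It was 0.000135 without PF1, 0.0151 without PC1 and 0.0347 without PC3, but 0.17 without PF2, 0.421 without PF3 and 0.919 without PC2. In triglyceride synthesis and lipid droplets, Gpam was 2.19-fold higher and Pnpla2, the adipose triglyceride lipase, 1.56-fold lower (17 tested members, camera adjusted p = 0.35). In lipoprotein assembly, Lipc was 3.78-fold higher, and Lcat and Apoa1 were 1.84- and 2.54-fold lower (23 tested members, camera adjusted p = 0.251). Lipc was at 50.6 CPM in PC3 against 15.1 and 19.8 CPM in PC1 and PC2. In bile acid synthesis and transport, Cyp7b1 was 3.10-fold lower and passed edgeR over the list alone together with Nr0b2, out of 18 tested members (camera adjusted p = 0.271).

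Several chaperones of the endoplasmic reticulum had a lower mean in PF. Hspa5, the main chaperone of that compartment, was at 660 ± 218 CPM in PF compared with 1375 ± 316 CPM in PC (2.08-fold lower), and Pdia4, Creld2 and Sdf2l1 were 2.01-, 3.03- and 2.84-fold lower. Of 11 tested ER stress genes, 9 were lower, 7 at an unadjusted p under 0.05 by edgeR, 5 adjusted over the list alone and 4 by DESeq2. The list stood below the other genes by camera (adjusted p = 2e-07, and adjusted p = 0.262 with an estimated correlation). Its median log2 difference from the PC mean was −1.0 in PF1, −0.31 in PF2 and −0.88 in PF3, and −0.29 in PC2, so that PF2 lay near PC2. With PF2 as the single PF library the adjusted p was 0.238.

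The list of hepatocyte genes was lower as well, with members going both ways. Among its 10 genes, Apoa1 was at 4352 ± 1515 CPM compared with 11059 ± 1300 CPM (2.54-fold lower), Serpina1a was 2.26-fold lower and Trf, the transferrin gene, 2.27-fold lower, while Ttr, which encodes transthyretin, was 1.73-fold higher. Of these, Apoa1 and Serpina1a passed edgeR adjusted over the list alone, and 4 members were lower by DESeq2 (camera adjusted p = 4.66e-06, and adjusted p = 0.107 with an estimated correlation). The camera call held after TMM scaling (adjusted p = 0.00415) and was lost after quantile normalization (adjusted p = 0.138). Alb took 7.97% of the counts in PF1, 15.8% in PF2 and 7.56% in PF3, and 18.1% to 19.9% in the PC libraries. In the acute phase list, Crp was 1.68-fold lower and Il1b, at a mean of 3.54 CPM in PF, 2.10-fold higher. That list of 19 tested members was called lower (camera adjusted p = 0.000228, adjusted p = 0.723 with an estimated correlation, and adjusted p = 0.0999 after TMM scaling), but not without PF1 (adjusted p = 0.267). All 13 mitochondrially encoded transcripts were higher in PF (camera adjusted p = 0.00105, and adjusted p = 0.723 with an estimated correlation), with mt-Nd1 at 13150 ± 2272 CPM compared with 7679 ± 2890 CPM. All genes of the mitochondrial chromosome together, these 13 among them, took 15.3%, 13.8% and 10.0% of the counts in PF1, PF2 and PF3. In PC1, PC2 and PC3 they took 5.03%, 9.69% and 6.21%. The camera call of the list was lost without PF2 (adjusted p = 0.243). By edgeR 1 of the 13 listed transcripts, mt-Co3, passed adjusted over the list alone. It was at 88.4 ± 24.1 CPM in PF compared with 45.9 ± 4.80 CPM in PC, and it shares its locus with mt-Atp6 on the same strand.

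**Figure D2:**
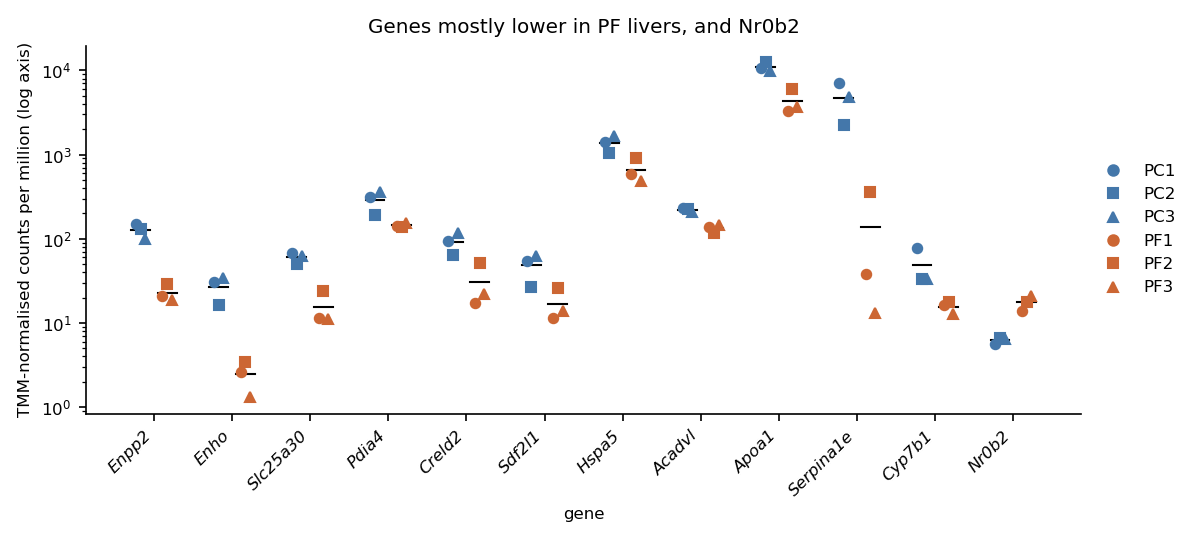
TMM-normalised CPM (log axis) of 11 genes that were lower in PF and of Nr0b2, which was higher, with 1 point per library (PC1 to PC3 blue, PF1 to PF3 orange, the marker shape giving the replicate number) and a bar at each group's mean. For Serpina1e the PF libraries lie at 13.1, 37.8 and 362 CPM and the PC libraries at 2249 CPM or above.

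Sex-biased liver genes went both ways, with more members lower than higher in PF. Of 14 female-biased genes, 10 were lower and 4 higher, with Sult2a1 (3.78-fold) and Cyp3a41a (3.08-fold) passing edgeR adjusted over the list alone (camera adjusted p = 7.45e-06, adjusted p = 0.107 with an estimated correlation, and adjusted p = 0.0529 after TMM scaling). The median log2 difference of that list was −1.23 in PF1, −0.22 in PF2 and −1.16 in PF3. Of 9 tested male-biased genes, 6 were lower and 3 higher. Serpina1e was 34-fold lower and Slco1a1 5.75-fold lower, while Mup20 was 2.81-fold higher. Without PF2 the log2 fold changes of Serpina1e and Slco1a1 were −7.53 and −4.24, and with PF2 as the single PF library −3.69 and −1.26. The list was called lower (camera adjusted p = 4.63e-05, adjusted p = 0.11 with an estimated correlation, and adjusted p = 0.0999 after TMM scaling). By edgeR 4 of the 9 passed over the list alone, these 3 and Cyp7b1. Serpina1, Mup, Cyp3a and Cyp2c genes have near-identical copies, so their counts are uncertain. Xenobiotic cytochrome P450 genes included Cyp2c54, 2.74-fold lower (25 tested members, 0 past edgeR over the list alone, 5 lower and 2 higher at an unadjusted p under 0.05, and 3 lower by DESeq2). The list was called lower (camera adjusted p = 0.000129, adjusted p = 0.364 with an estimated correlation, and adjusted p = 0.0999 after TMM scaling). Among 15 tested genes of steroid receptors and metabolism, Hsd17b2 (2.26-fold), Akr1c6 (1.78-fold) and Cyp17a1 (1.93-fold) were lower and Srd5a1 was 1.53-fold higher. Hsd17b2 passed edgeR over the list alone (camera adjusted p = 0.00118, adjusted p = 0.262 with an estimated correlation, and adjusted p = 0.039 after TMM scaling).

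NRF2 target genes were called lower (13 tested, camera adjusted p = 0.0164, adjusted p = 0.723 with an estimated correlation, and adjusted p = 0.132 after TMM scaling), with Osgin1 3.03-fold and Srxn1 1.54-fold lower but G6pdx higher. This call was lost without PF2 (adjusted p = 0.338) and without PC2 (adjusted p = 0.234). Pericentral hepatocyte genes were called lower at a camera adjusted p = 0.0418 (adjusted p = 0.364 with an estimated correlation, and adjusted p = 0.232 after TMM scaling), with Gulo 1.66-fold lower and Axin2 1.9-fold higher among 11 tested, and the call was lost without PF2 (adjusted p = 0.14) and without PC2 (adjusted p = 0.136). Periportal genes were not called (12 tested, camera adjusted p = 0.833), with 8 members higher and 4 lower, among the latter Cdh1 (2.66-fold). At an unadjusted p under 0.05 by edgeR, 3 of them were higher and 2 lower. Amino acid catabolism was not called either (22 tested, camera adjusted p = 0.969), and Prodh was its 1 member past edgeR over the list alone. Immediate early genes held 3 members that passed edgeR over the list alone, Dusp1 at 59.2 ± 33.8 CPM compared with 9.0 ± 2.55 CPM (6.56-fold higher), Zfp36 (2.21-fold higher) and the weakly expressed Fos, at 13.7 CPM in PF3 (10 tested, camera adjusted p = 0.456). Mx1, an interferon-induced GTPase, was 2.09-fold higher in a list that was not called (17 tested, camera adjusted p = 0.169, 0.0403 without PC3 and up to 0.6 without 1 of the others). Insulin signalling (15 tested, camera adjusted p = 0.472) and circadian clock genes (17 tested, camera adjusted p = 0.491) had 0 members at an unadjusted p under 0.05 by edgeR and 0 by DESeq2. The same was true of cell cycle genes (13 tested, camera adjusted p = 0.345), whose list was called lower without PF1 (adjusted p = 0.0415) and without PC1 (adjusted p = 0.0101), with up to 0.903 without 1 of the others.

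Markers of other cell types gave no call over all 6 libraries. The camera adjusted p was 0.35 for Kupffer cells (12 tested), 0.935 for sinusoidal endothelial cells (12 tested), 0.533 for stellate cells (11 tested), 0.888 for B and plasma cells (6 tested) and 0.0585 for erythroid cells (6 tested). Marco, a Kupffer cell receptor, was 2.54-fold lower and Alas2, of haem synthesis in erythroid cells, 2.63-fold lower, and each passed edgeR adjusted over its list alone. The Kupffer list was called lower without PF3 (adjusted p = 0.025, and up to 0.955 without 1 of the others). The erythroid list was called lower without PF2 (adjusted p = 0.00564) and without PC3 (adjusted p = 3.11e-05), with up to 0.575 without 1 of the others. The lists for recruited macrophages, cholangiocytes, T and NK cells, neutrophils, pancreatic acinar cells, adipocytes and mesothelial cells had 2, 1, 1, 2, 1, 2 and 2 tested members and were not tested. Their median log2 fold changes were −0.40, 0.43, 0.75, −0.23, −0.21, −0.52 and −0.56.

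**Figure D3:**
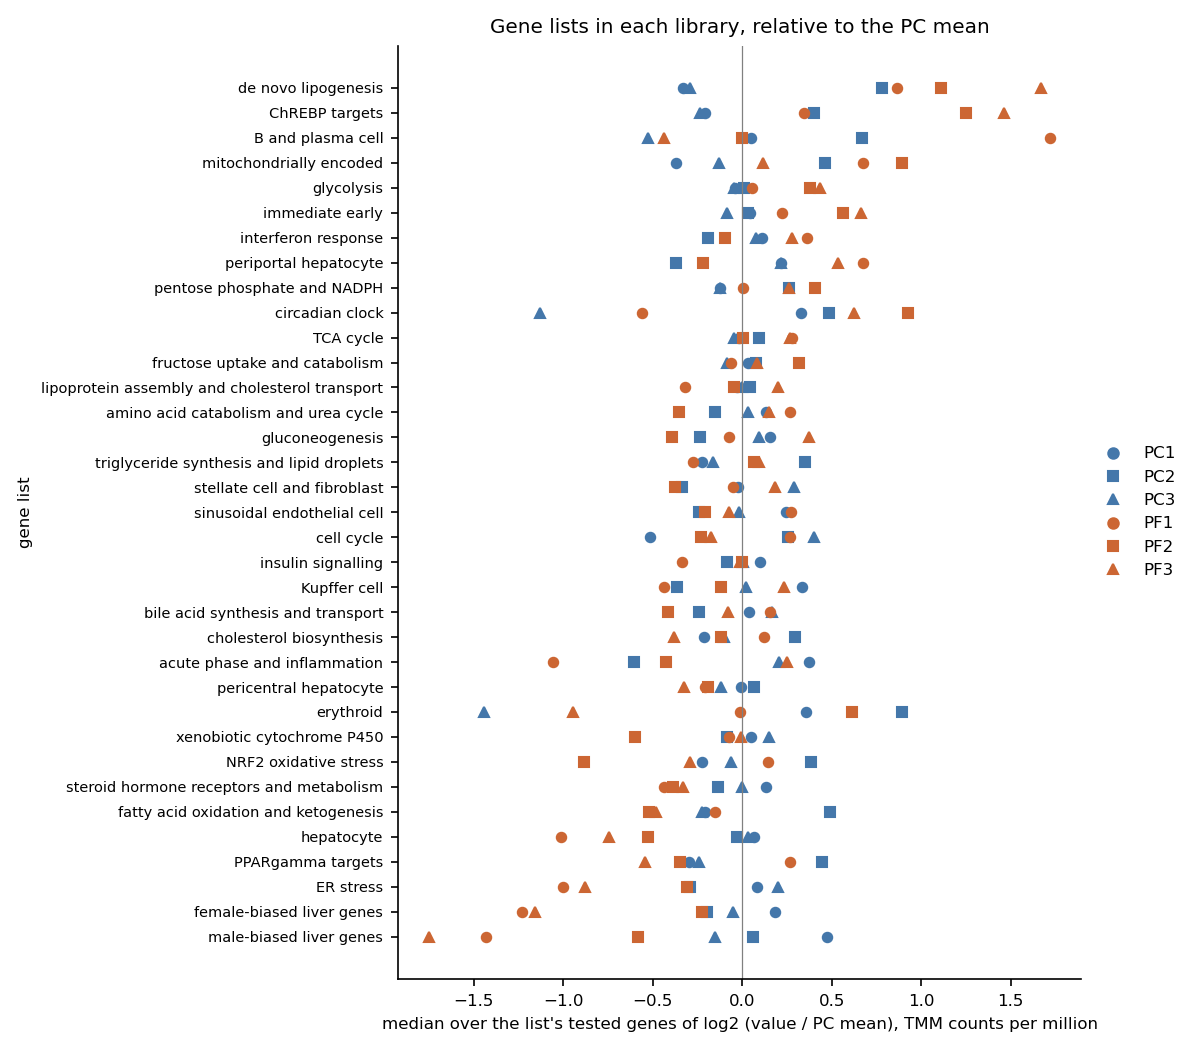
Median log2 difference from the PC mean over the tested members of each of the 35 lists, in TMM-normalised CPM, with 1 point per library (PC1 to PC3 blue, PF1 to PF3 orange, the marker shape giving the replicate number). The median of the de novo lipogenesis list reaches 1.67 in PF3 and 0.78 in PC2, and that of the male-biased list −1.75 in PF3 and −0.58 in PF2.

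Over all genes, edgeR's quasi-likelihood test called 0 of 10756 genes at a false discovery rate of 5% (smallest adjusted p = 0.111), while 1832 had an unadjusted p under 0.05, where 538 are expected by chance. Of these 1832, 982 were higher and 850 lower in PF. With a fold of at least 1.5 as well, 561 genes were higher and 515 lower, 1076 in all. In 2463 genes (22.9%) the PF and PC values did not overlap, against a chance share of 10%. On the same counts DESeq2 called 495 genes at 5% (213 higher and 282 lower), limma on log2(FPKM + 1) called 4, edgeR without the expression filter called 553, and edgeR without PF2 called 403. Scaling set the balance of directions: the median log2 fold change of all tested genes was 0.02 with TMM and 0.29 in FPKM, and 53.6% of the genes at an unadjusted p under 0.05 were higher with edgeR and TMM, compared with 92.5% by limma in FPKM. Of the 42 lists, 35 had at least 5 tested members and camera called 14, 3 higher and 11 lower, of which 7 were also called after TMM scaling and 5 with all 5 scalings. Those 5 were the ChREBP targets, de novo lipogenesis and the mitochondrially encoded transcripts (higher), and fatty acid oxidation and ER stress (lower). With an estimated correlation camera called 0 lists, and limma's fry test, which asks whether a list differs from no change and not from the other genes, called 0.

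The first principal component held 47.1% of the variance and placed PF1 (−34.5) and PF3 (−41.2) apart from PF2 (0.47) and from the PC libraries (18.3 to 32.4). PF2 was near the PC libraries in genes chosen here after their values were seen. Serpina6, which encodes corticosteroid-binding globulin, was at 479 and 579 CPM in PF1 and PF3, at 22828 CPM in PF2 and at 21618 to 32002 CPM in PC. The growth hormone receptor gene Ghr was at 365 and 484 CPM in PF1 and PF3, at 3337 CPM in PF2 and at 3317 to 4798 CPM in PC. Prlr, Lifr and Peg3 were also far lower in PF1 and PF3 than in the other 4 libraries. PF2 lay below every PC library for Prlr (1931 CPM against 2075 CPM or above) and Peg3 (188 CPM against 215 CPM or above). A different pair of libraries, PF1 and PC3, stood apart in genes of the circadian clock: Dbp was at 2.04 CPM in PF1 and 0.695 CPM in PC3, compared with 69.8 to 124 CPM in the other 4 libraries, and Arntl at 26.7 and 25.5 CPM, compared with 1.04 to 4.48 CPM.

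**Figure D4:**
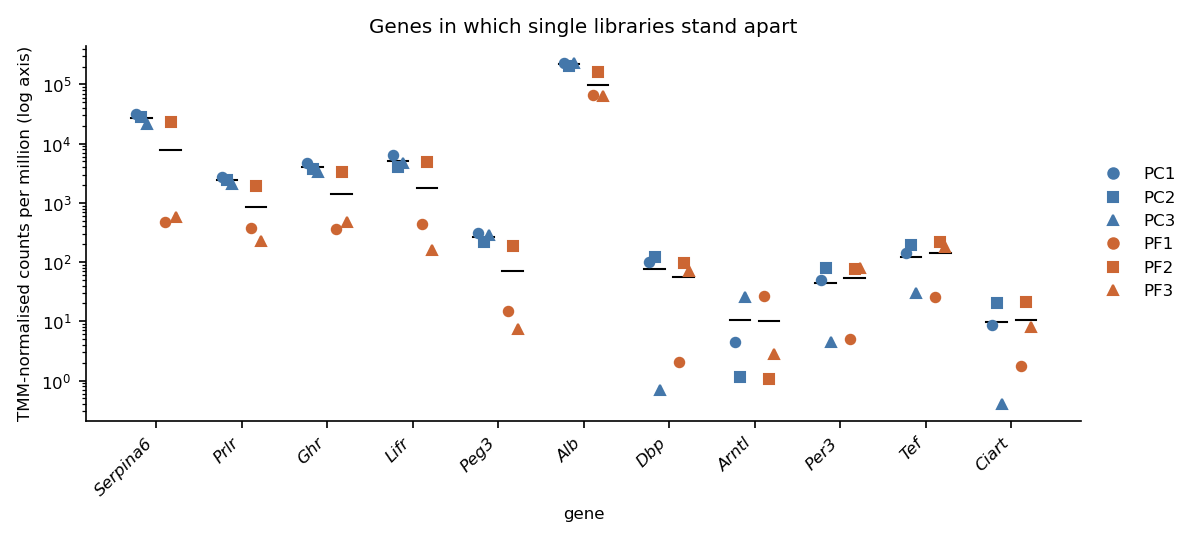
TMM-normalised CPM (log axis) of 11 genes chosen after their values were seen, with 1 point per library (PC1 to PC3 blue, PF1 to PF3 orange, the marker shape giving the replicate number) and a bar at each group's mean. For Serpina6, PF1 and PF3 lie below 580 CPM and the other 4 libraries at 21618 CPM or above, and for Dbp, PF1 and PC3 lie apart from the other 4.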

Values the study reported

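The study fed its PF mice a diet with 70% fructose and 10 kcal% fat from Day 8 of pregnancy and collected tissue on Day 17. Its RNA-seq comparison used n = 3 livers per group. Its general significance level was P < 0.05, and its term enrichment used a Bonferroni correction with an adjusted p of 0.05. It gave hepatic Chrebp, Pklr and Scd1 as higher in PF than in PC, and fructose and lipid metabolism terms as enriched. By qRT-PCR and Western blot it also reported more hepatic ChREBP mRNA and protein in PF than in PC, with more PKLR and SCD1 protein. In its Western blots of other pregnant mice with hepatic ChREBP, MTTP, APOB, ABCA1 and ABCG1 protein was higher on HFrD than on NC. Those are protein levels in other mice, which received HFrD from the start of pregnancy, whereas RNA of the PF and PC mice was measured here. The study also measured hepatic mRNA of these genes by qRT-PCR. It reported less Mttp mRNA in mice without hepatic ChREBP.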

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

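At a false discovery rate of 5%, edgeR called 0 genes against 1832 at an unadjusted p under 0.05. DESeq2 called 495, edgeR without the filter 553 and library totals alone 246. With limma on FPKM, 4 genes were called, and 2 with a pseudocount of 0.1, 4 as TPM, 1 after median-ratio scaling, 1 after quantile normalization, 2 without a variance trend and 4051 with arrayWeights. Leaving out 1 library gave 0 to 403 genes, the highest without PF2. Without the filter 28010 genes were tested and edgeR's prior degrees of freedom were 21.7 instead of 3.5. The cause was not tested for any of these. The genes at an unadjusted p under 0.05 and 1.5-fold, 1076 here (52.1% higher), numbered 2541 and 2622 with pseudocounts of 0.1 and 0.01, 2372 without the filter, 480 at a mean of at least 5 FPKM, 1856 as TPM, 693 after quantile normalization, 2503 with arrayWeights and 2774 with library totals alone. The share that was higher was 90.8%, 91%, 86.6%, 87.9% and 92.6% for pseudocounts 0.1 and 0.01, TPM, arrayWeights and totals alone, 45% after quantile normalization and 38.4% after median-ratio scaling. Leaving out 1 library gave 740 (without PC1) to 1516 (without PF2). Camera called 14 lists, 7 after median-ratio scaling, 8 after quantile normalization, 7 on TMM-scaled CPM, 0 with an estimated correlation (smallest adjusted p = 0.107) and 0 by fry (smallest adjusted p = 0.122), and 10 (without PC2) to 18 (without PC3) with 1 library left out. A preset correlation of 0.01 is low where the members of a list vary together, and the estimate for the ChREBP targets was 0.455. Fry asks whether a list differs from no change, camera whether it differs from the other genes, whose median log2 fold change in FPKM was 0.29. Against no change, fry gave the opposite direction for the steroid (adjusted p = 0.976), acute phase (adjusted p = 0.997), P450 (adjusted p = 0.959), NRF2 (adjusted p = 0.959) and pericentral lists (adjusted p = 0.701), with 0 calls. Amino acid catabolism was called higher after quantile normalization (adjusted p = 0.0352) and lower without PF1 and PF3 (adjusted p = 0.0431), and the cause was not tested. With the replicate number as a block, edgeR called 0 genes and 1142 at the looser threshold, and camera 14 lists, where glycolysis was called (adjusted p = 0.0148) and the pericentral list was not (adjusted p = 0.0811). Libraries with the same number correlated at −0.165, 0.268 and 0.101, of which 2 lay over the preset bound of 0.1. In each group 1 of 3 correlated best with its own number. Whether libraries with the same number share more than the number stays open. None of the 27 named genes was called by edgeR, and of their 613 values under the alternatives 493 kept the direction and stayed uncalled, 109 kept it and passed the threshold, and 11 turned sign without a call. Of 764 values of 35 lists, 561 kept their direction and side of the threshold, 73 lost a call and 30 gained one. A further 94 turned direction without a call, and 6 turned direction where the main test or the alternative made a call. DESeq2, RLE, totals alone, TMM for camera and the fits without 2 libraries were chosen after seeing the data.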

Other observations

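Further members of the fixed lists differed at an unadjusted p under 0.05 by edgeR, and 0 of them passed 5% over all genes by edgeR, while Me1, Acaca, Krt18 and Asl passed by DESeq2 (adjusted p = 0.00105, 0.00115, 0.0291 and 0.0401). Me1, which makes NADPH for fatty acid synthesis, was at 394 ± 225.5 CPM in PF (n = 3) compared with 110 ± 24.1 CPM in PC (n = 3), 3.6-fold higher, and Acaca, the acetyl-CoA carboxylase, at 308 ± 186 CPM compared with 81.7 ± 23.7 CPM, 3.77-fold higher. In the amino acid list, which was not called, Asl was 1.40-fold and Gls2 1.94-fold higher and Agxt 1.95-fold lower, with 0 of these 3 past edgeR over the list alone and Asl past 5% by DESeq2. Among bile acid transporters, Slc10a1 was 1.73-fold higher while Slco1a1 was at 9.38, 48.3 and 3.03 CPM in PF1, PF2 and PF3. Myc was 2.10-fold lower, Gstm3, a glutathione transferase, 2.02-fold lower, Krt18 1.75-fold lower and Lrat, which esterifies retinol, 2.45-fold higher.

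The tests of hepatocyte share, pregnancy state, time of day and a shared batch below were chosen after the results were seen. The 6 libraries can be split in 10 ways into groups of 3, which cannot give a share under 0.05. At 5% all 10 splits gave at least the 0 genes of the real one, and the highest of the others gave 1. With 1076 genes at an unadjusted p under 0.05 and 1.5-fold in the real split, 1 of 10 splits reached that number, and the highest of the others gave 574. With 14 lists called in the real split, 7 of 10 splits gave as many and the highest of the others gave 16. Over the list alone, 9 ChREBP targets passed in the real split and at most 5 in the others, with 8 and 3 for de novo lipogenesis and 5 and 0 for ER stress.

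PF2 lay near the PC libraries in 43 genes that were at least 4-fold lower in PF1 and PF3 than in each of the other 4 libraries, with a median log2 difference from PC of −3.6 in PF1, −0.28 in PF2 and −3.82 in PF3, and in 7 genes at least 4-fold higher there, such as Adam11, chosen after its values were seen (37.6 and 45.1 CPM in PF1 and PF3 and 1.23 CPM in PF2). A lower share of hepatocytes in PF1 and PF3 was argued against as the whole cause, since the higher of their medians over the hepatocyte list was −0.746, above the −2 that this would need. A mislabelled PF2 stays open: of the 403 genes called without PF2, PF2 lay beyond all 3 PC libraries on the side of PF1 and PF3 in 69.7%, between the 28%, 88.2% and 44.2% of PC1, PC2 and PC3 when each was held out and set against the other 2 PC libraries, over the 400 genes of smallest p since those fits called 0 genes by edgeR. A share no higher than the highest of these was set beforehand to go with a mislabelled library, and 69.7% met it. The share cannot decide this, since PF2 had to lie beyond 3 PC libraries and each held-out PC library beyond only 2. The ChREBP target median of PF2, added to the rule afterwards, was 1.25 against −0.24 to 0.40 in PC, which goes against a mislabelled library. Another stage or loss of pregnancy in PF1 and PF3 could not be told apart from the diet either: 5 of 9 genes, chosen with the pattern in view, were lower in PF1 and PF3 than in the other 4 libraries, and no liver of a mouse that was not pregnant was measured.

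PF1 and PC3, 1 library of each group, stood apart in clock genes. Over the 12 clock genes left without Dbp, Arntl, Per3, Tef and Ciart, in which this was seen, the deviations of PF1 and of PC3 from their groups correlated at 0.947, which restates the pattern and does not test collection at another time of day. Across the 10739 other genes the correlation was 0.272, between the bounds set for and against a library batch shared by PF1 and PC3, so both explanations stay open (a bound on the gap to the clock genes was dropped afterwards, since these carry the pattern). Collection times are not in the labels, and without PF1 and PC3 edgeR called 0 genes at 5% and 848 at an unadjusted p under 0.05, DESeq2 not having been run on these 4 libraries.

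When libraries were scaled by their totals, most of the calls were higher in PF, and a few genes taking most of the counts could account for part of this. With the 10 most abundant genes left out of the totals, the median log2 fold change of all tested genes was 0.27, compared with 0.388 with all genes in and 0.105 with 100 genes left out. The value lay between the bounds set for either answer, so this stays open, and no biological explanation was tested.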
